A study of Equus caballus with 14 samples. Its data were reported in "Maternal Recognition of Pregnancy in the Horse: Are MicroRNAs the Secret Messengers?" (2020).

How the data were processed

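Messenger RNA was sequenced from endometrial biopsies and embryos of mares on day 13 after ovulation. The labels gave 3 groups of samples. Cyclic endometrium (n = 4) came from mares in a cycle without pregnancy, pregnant endometrium (n = 5) from pregnant mares, and the embryos (n = 5) were collected on the same day of pregnancy. All 14 samples were assigned to a group from their labels.

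The authors deposited raw read counts per gene, and these counts were used as deposited. According to the methods of the study, adapters were trimmed with cutadapt, the reads were mapped to the equine EquCab reference with CLC Genomics Workbench, and reads on the genes of the matching Ensembl annotation were counted in CLC. The libraries were made with a directional kit, but neither the use of strand in the counting nor the treatment of reads that map to several genes was stated, so counts of overlapping genes and of near-identical gene copies are uncertain. The authors did not normalise or filter the deposited counts, which were whole numbers for 26740 Ensembl gene identifiers in every sample.

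The deposited count files do not pair the gene identifiers with gene symbols, and the supplementary files of the study were not used here. The table of equine gene names used here matched 0 of the 26740 identifiers, so genes are given by identifier, and no genome was used, so positions, gene length and GC content were not analysed here. Lists of prostaglandin, oxytocin, steroid, interferon-stimulated and immediate-early genes had been fixed before the data were examined, and they could not be tested without symbols. The lists had been written after the study and its called genes were read, so they were not independent of these data. The rule fixed for naming genes was the largest rises and falls among genes past both thresholds that moved in the same direction in every same-numbered pair of samples and had a symbol. Without symbols, the rule was applied without its last condition and the number of names was reduced to 1 rise and 1 fall per comparison.

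Total counts ranged from 21.8 to 240 M (M stands for 1000000) per library. The smallest level that a library could show, set at 3 counts, ranged from 0.0125 to 0.138 CPM, the counts per 1000000 counts of the library, before any scaling factor. Shares of counts in single libraries carry 95% Wilson intervals. Reads were not tagged with molecular identifiers, so the intervals and the floor cover counting error only. Before libraries were averaged, the counts of all 91 pairs of libraries were compared by chi-square over genes, and the smallest value was 64.3 per degree of freedom, so no pair agreed within sampling noise.

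Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with the test, filter and thresholds that the study states. TMM factors were computed, genes with more than 4 CPM on that scale in at least 4 of the fitted samples were kept, and library sizes and TMM factors were then computed again on the kept genes, a step that the study does not state. A negative binomial generalised linear model was fitted, and the likelihood ratio test was applied. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold were called. Pregnant and cyclic endometrium were compared with the mare as a block. The mare was taken from the replicate number in the sample labels, and the study describes mares that served as their own controls. Pregnant replicate 5 had no cyclic partner and contributed only to the filter and the scaling. Embryos and pregnant endometrium were compared without a block, because the study states none for this comparison. It did collect each embryo and biopsy from the same mare, so these samples are not unrelated. Standard errors of log2 changes came from the fitted model. CPM values of single genes, the floors given beside them and displayed log2 CPM values are scaled by the TMM factors of their comparison, so a library with a small factor, such as embryo 1, has higher values and a higher floor than on its unscaled total. Displayed log2 CPM values used a prior count of 2. The genes called between pregnant and cyclic endometrium were then looked up in the embryo comparison and tested with Fisher's exact test.

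The alternatives fixed before the data were examined were the quasi-likelihood test of edgeR, the opposite choice of block, the Wald test of DESeq2 1.42.0, the size factors of DESeq2, upper quartile factors, library size without scaling factors, 3 other filters, no fold change threshold, a test against a 2-fold change, all 14 samples in a joint fit, and the omission of each replicate. Limma 3.58.1 with voom, voom with sample quality weights, a robust quasi-likelihood prior, removal of the 10 most counted genes of embryo replicate 1, thinning of embryo replicate 4, TMM factors and library sizes kept from before the filter, library size without scaling factors in the absence of embryo replicate 1, and the mean of both endometrium groups as reference were chosen after the data were seen.

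The tests were checked on simulated data, with 3 simulations of each comparison. Counts were drawn for the 11892 genes of the endometrium comparison and the 11244 genes of the embryo comparison. Their means, which carry the library sizes, were fitted without the difference of condition. Dispersions were drawn around the fitted trend, and 200 genes were changed 4-fold. The median recovered log2 change of those genes was 2.03 in the endometrium design and 2.01 in the embryo design with the likelihood ratio test. Over 11892 genes, the likelihood ratio test recovered 88.3% of the changed genes and 27.1% of its calls were false. Over the same genes, the quasi-likelihood test recovered 47.7% and 4.36% of its calls were false, voom recovered 53.5% with 4.48% false calls, and DESeq2 recovered 91.8% with 40.1% false calls. Over 11244 genes, the likelihood ratio test recovered 43.0% with 24.3% false calls, below the 50% that had been set as the aim. The quasi-likelihood test recovered 3.67% there. Voom recovered 7.17% with 3.45% false calls, and DESeq2 recovered 55.7% with 32.3% false calls. The embryo data themselves gave 6272 calls by the likelihood ratio test and 5682 by the quasi-likelihood test, far more than the 200 planted changes. Recovery and the share of false calls depend on the number of changed genes, so the values over 11244 genes do not carry over to those calls. Figures were drawn with matplotlib.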

Results

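The data set consisted of gene counts from 4 cyclic endometrium samples, 5 pregnant endometrium samples and 5 embryos, all collected 13 days after ovulation. The endometrium libraries held 39.0 ± 7.49 M counts (SD, n = 9; M stands for 1000000), with a range from 21.8 to 46.9 M. Embryo libraries 1 to 5 held 44.6, 23.5, 50.8, 240 and 25.9 M counts. Library depth was therefore less even among embryos than among biopsies.

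The composition of the libraries also differed. In endometrium, 15027 ± 216 genes (SD, n = 9) had at least 10 counts and the 10 most counted genes took 8.03 ± 1.1% of the counts (SD, n = 9). In embryos 2 to 5, between 12488 and 14340 genes had at least 10 counts and the 10 most counted genes took between 17.5% and 33.9% of the counts. In embryo 1, 4584 genes had at least 10 counts and the 10 most counted genes took 91.7% of the counts (95% Wilson interval 91.72 to 91.74), which left 3.69 M counts for all other genes. Of the 10 most counted genes in each embryo library, 6 were common to all 5 embryos.

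**Figure D1:**
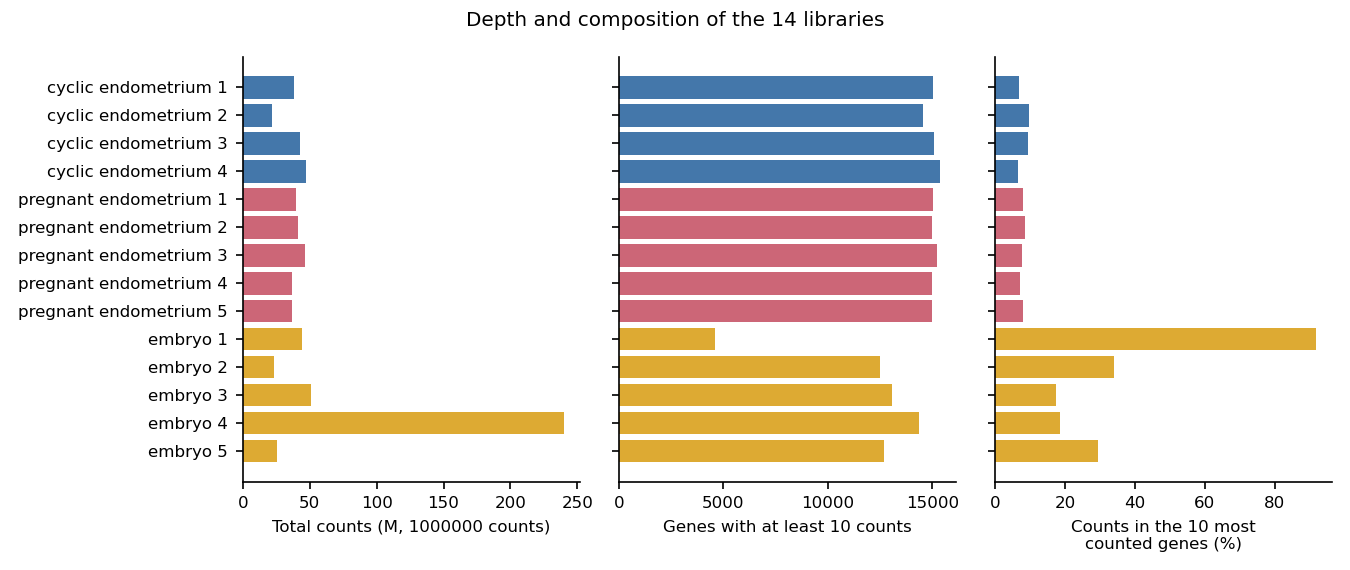
Total counts in M (1000000 counts), number of genes with at least 10 counts and percentage of counts in the 10 most counted genes, with 1 bar per library, coloured by group. Embryo 4 has the most counts (240 M) and embryo 1 has the fewest genes with at least 10 counts (4584) and the largest share of counts in 10 genes (91.7%).

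Embryos and endometrium were separated in a principal component analysis of all samples, in which the leading component held 64.4% of the variance and the next held 28.1%. Embryo 1 lay apart from the other embryos on both components. Spearman correlations across 12412 genes, which are not independent replicates, had a median of 0.963 among embryos 2 to 5 and of 0.690 between embryo 1 and those embryos. Pregnant endometrium samples correlated with each other with a median of 0.965, cyclic samples with each other with a median of 0.926, and cyclic with pregnant samples with a median of 0.936. The spread among the cyclic samples was thus as wide as the distance between the groups. Within the endometrium, the leading component (31% of the variance) did not part the groups, and on the next component (21.5%) the pregnant samples lay between -29.55 and -3.94 and the cyclic samples between -1.90 and 38.8.

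**Figure D2:**
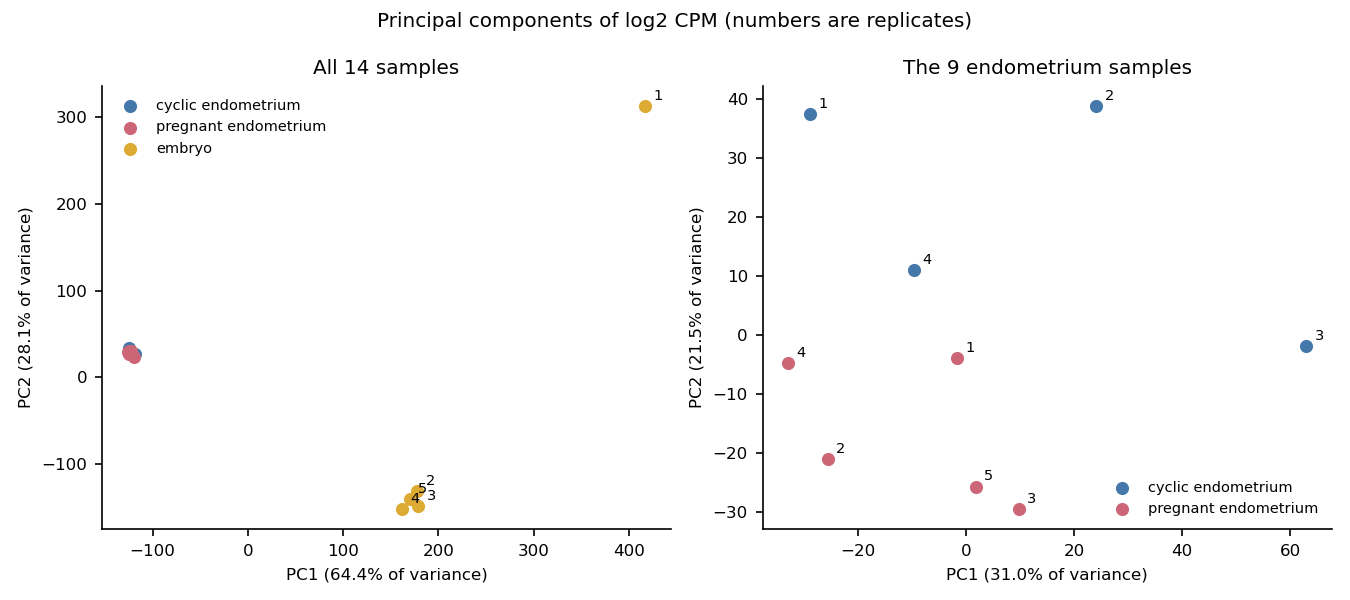
Scores on the leading 2 principal components of log2 CPM for all 14 samples (left) and for the 9 endometrium samples (right), with 1 point per sample, coloured by group and numbered by replicate. Embryo 1 lies apart from the other 4 embryos, and cyclic endometrium samples are spread more widely than pregnant ones.

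To identify transcripts that changed in the endometrium when an embryo was present, pregnant and cyclic endometrium were compared within mares. A total of 11892 genes were tested and 213 differed by the edgeR likelihood ratio test, of which 136 were higher and 77 were lower in pregnancy. Of the 213 genes, 49 changed more than 4-fold, 42 upwards and 7 downwards. The direction was the same in all 4 mares for 206 of the 213 genes (96.7%), against 22% of all tested genes and 12.5% by chance, although the calls were made on the same 4 mares. The cyclic and pregnant values did not overlap for 113 of the 213 genes (53.1%), against 4.02% of all tested genes and 1.59% by chance. Here too the choice of genes on the same samples favours a high share. Samples with the same number deviated from their group means with a mean correlation of 0.326, against -0.11 for samples with different numbers (exact one-sided permutation p = 0.0833 over 24 pairings, of which the smallest possible is 1 in 24). Deviations from a group mean cancel within the group, so the -0.11 largely follows from the 0.326 and is no separate baseline. Without the replicate block, 179 genes differed, 117 higher and 62 lower, and 138 of the 213 genes were among them. In proportion, the number moved most under the quasi-likelihood test of edgeR with the same block and under voom, which called 1 gene each, and without mare 1 it was 455. With the quasi-likelihood test, 1354 genes had an unadjusted p under 0.05 against 594.6 by chance and the next adjusted p after the called gene was 0.0506.

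The gene with the largest rise was ENSECAG00000021062. It had 2, 1, 3 and 0 counts in cyclic samples 1 to 4 and 573, 1792, 2333, 262 and 1067 counts in pregnant samples 1 to 5. Its level in pregnant endometrium was 28.8 ± 18.4 TMM-scaled CPM (SD, n = 5), at least 317-fold higher than the floor of 3 counts in the cyclic libraries (0.0908 CPM on average). The adjusted p was 5.99e-82 by the likelihood ratio test of edgeR and 0.00456 by its quasi-likelihood test, and this was the single gene that the latter called. The gene with the largest fall was ENSECAG00000015510, with 25.5 ± 8.09 CPM (SD, n = 4) in cyclic and 1.06 ± 0.429 CPM (SD, n = 5) in pregnant endometrium. Its log2 change was -4.57 (SE 0.46), it was lower in pregnancy in all 4 mares, and the adjusted p was 2.85e-14 by the likelihood ratio test of edgeR and 0.114 by its quasi-likelihood test. It was over 4 CPM in the 4 cyclic samples alone, so it was not tested when a mare was left out. The deposited count files do not pair these identifiers with symbols.

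To characterise the embryo against its surroundings, embryos were compared with pregnant endometrium. A total of 11244 genes were tested and 6272 differed (55.8%), of which 3052 were higher in the embryo and 3220 were higher in the endometrium. The change exceeded 4-fold for 3789 genes. Embryo and endometrium values did not overlap for 4963 of the 6272 genes (79.1%), against 48.3% of all tested genes and 0.794% by chance. The calls were made on the same samples, which favours a high share among the called genes. The split between both directions depended on the scaling. The TMM factors of the pregnant endometrium libraries were between 1.95 and 2.02, those of embryos 2 to 5 between 0.843 and 1.16, and that of embryo 1 was 0.0315. With library size and no scaling factors, 5312 genes differed, of which 754 were higher in the embryo (14.2%, against 48.7% with TMM factors) and 4558 were higher in the endometrium. The number of calls moved most when no filter beyond 1 count was applied, with 9587 genes among 20516 tested. Without embryo 1, 6969 genes differed, of which 5789 were also called with all 5 embryos, 2 of them in the opposite direction, and the common dispersion was 0.0968 against 0.302.

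**Figure D3:**
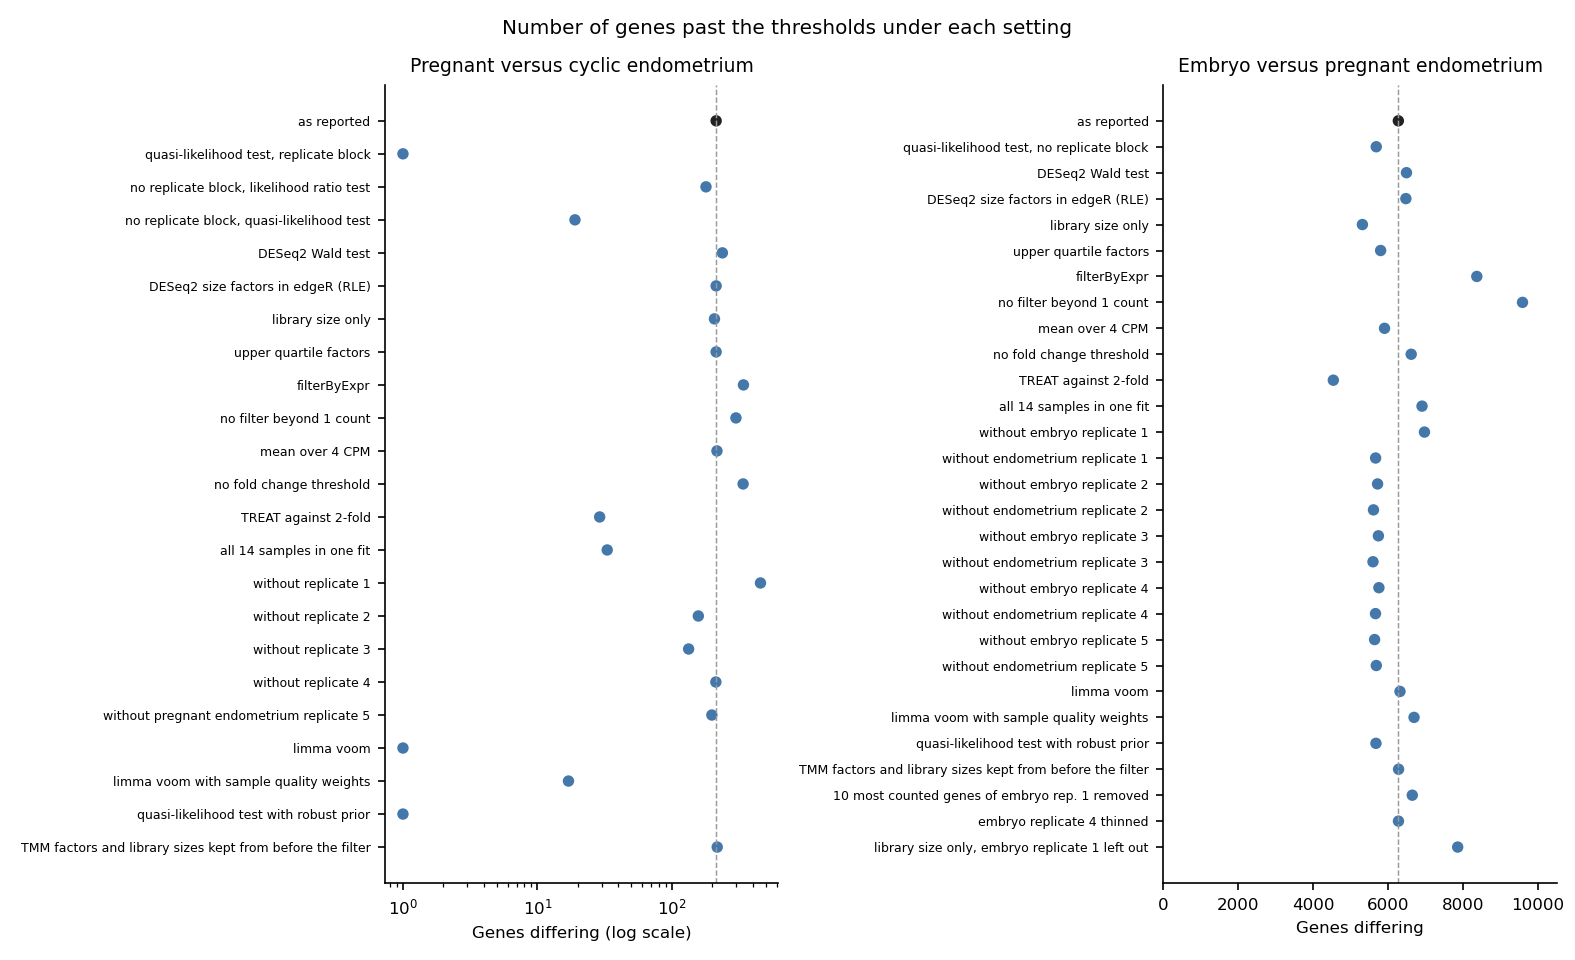
Number of genes past both thresholds under each setting (1 point per setting), on a log scale for pregnant versus cyclic endometrium (left) and on a linear scale for embryo versus pregnant endometrium (right), with the reported value as a dark point and a dashed line. The endometrium comparison ranges from 1 to 455 genes, whereas the settings drawn for the embryo comparison stay between 4536 and 9587 genes.

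The gene with the largest rise in the embryo was ENSECAG00000014224, with 81.6 ± 33.3 TMM-scaled CPM (SD, n = 5) in embryos and at most 1 count in any pregnant endometrium library. Its level was at least 2134-fold higher than the floor of 3 counts in the endometrium libraries (0.0383 CPM on average), with an adjusted p of 1.09e-59 by the likelihood ratio test of edgeR. The largest fall was that of ENSECAG00000014126, with 18.6 ± 4.45 CPM (SD, n = 5) in pregnant endometrium and 0 counts in all 5 embryos. Against the floor of the embryo libraries (0.497 TMM-scaled CPM on average, raised by the small factor of embryo 1) it was at least 37.5-fold lower in embryos, with an adjusted p of 2.15e-52 in the same test. Both genes moved in the same direction in all 5 same-numbered pairs.

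**Figure D4:**
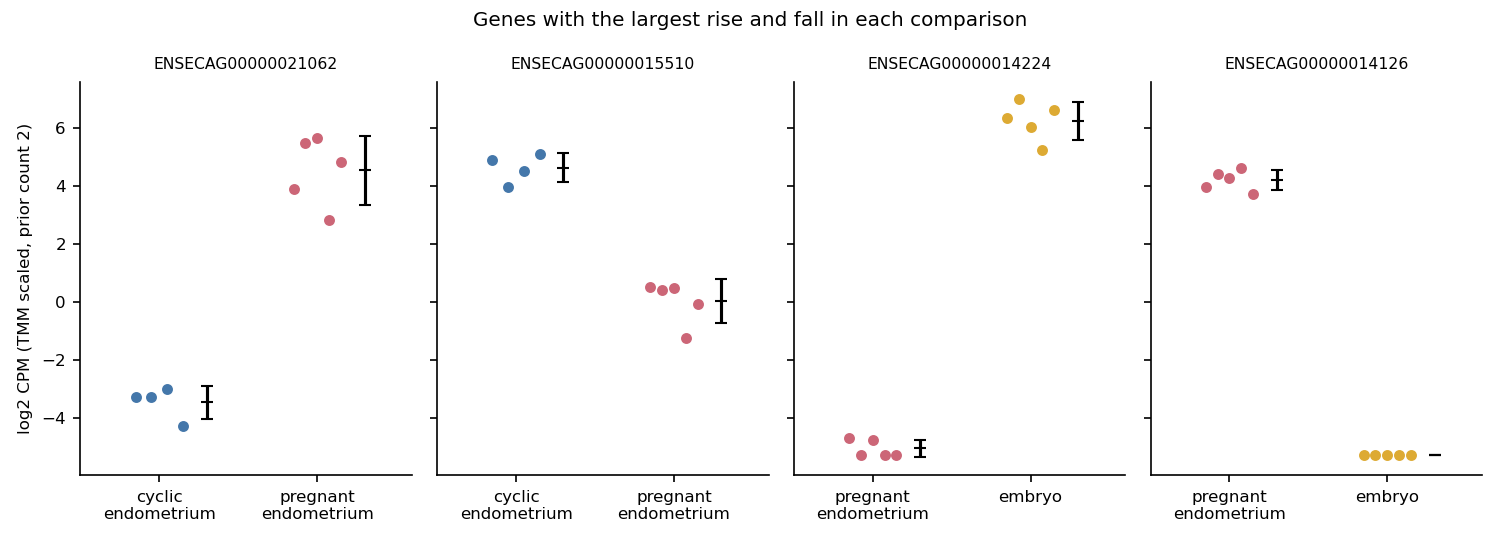
Log2 CPM (TMM scaled, prior count 2) of the 4 named genes, with 1 point per sample, coloured by group, and the mean ± SD as bars. The groups compared do not overlap for any of the 4 genes, and values near the lower edge of the plot stand for 0 to 3 counts.

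The genes that differed between pregnant and cyclic endometrium were looked up in the embryo comparison to ask whether they were expressed more on the maternal or on the embryonic side. Of the 136 genes that rose in pregnancy, 83 were higher in pregnant endometrium, 21 were higher in embryos, 19 did not differ and 13 were not tested. Of the 77 genes that fell, 23 were higher in pregnant endometrium, 15 were higher in embryos, 15 did not differ and 24 were not tested. The share higher in endometrium among genes that differed was 79.8% for genes that rose and 60.5% for genes that fell (odds ratio 2.56, 95% confidence interval 1.05 to 6.20, two-sided Fisher's exact p = 0.0285). Fisher's exact test takes genes as independent, but they were measured in the same animals. The interval and the p-values of this paragraph therefore do not measure the spread between animals and may be too small. The genes had been chosen on the pregnant and the cyclic samples, and the pregnant samples entered both comparisons, which favours an odds ratio above 1. When embryos were compared with cyclic endometrium, where the choice of genes favours an odds ratio below 1, it was 0.188 (Fisher's exact p = 0.00100). With the mean of both endometrium groups as reference it was 0.739 (Fisher's exact p = 0.564).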

Values the study reported

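The study reported 60 ± 16 M reads per sample on average, of which 95% were mapped. Of 26,740 transcripts, it considered 11,796 quantifiable for pregnant against cyclic endometrium and 11,602 for pregnant endometrium against embryos. It reported 245 differing genes between pregnant and cyclic endometrium, 151 of them higher and 94 lower in pregnancy. Between embryo and endometrium it reported 6151 differing genes, 3128 higher in the embryo and 3023 higher in the endometrium.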

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

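Of the tests below, the comparison of embryo 1 with endometrium for a mislabelled sample was chosen after its result was seen. In each of 29 groups of values (library measures, TMM factors and levels of the named genes), the sample at either end was compared with its nearest neighbour, and 8 groups held a sample far from the others, where chance would give 1.45. Embryo 1 accounted for 6 of them and embryo 4 for 1.

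Embryo 1 had 4584 genes with at least 10 counts, against 12488 in the next embryo, and 1658 genes over 4 CPM, against 9112. Its most counted gene took 29.1% of the counts, against 10.8% in the next embryo, and its 10 most counted genes took 91.7%, against 33.9%. Its mean Spearman correlation with the other embryos was 0.693, against 0.888 for the next, and its TMM factor was 0.0315, against 0.843. Lower depth outside the 10 most counted genes was tested by thinning the other embryo libraries to the 3.69 M counts that embryo 1 had there. The thinned libraries still held at least 10524 genes with 10 counts, so depth alone did not account for the low number. Endometrial RNA in the library was tested with genes expressed in every endometrium sample and lacking in 3 other embryos, each embryo being tested on genes chosen without it. These genes took 0.00761% of the counts of embryo 1 outside its 10 most counted genes, 0.00804% in embryo 2 and between 0.00337% and 0.00403% in embryos 3 to 5, against 2.19% in endometrium. Endometrial RNA would add detected genes, so this test does not bear on their low number. A mislabelled endometrium sample was ruled against by a median Spearman correlation of 0.505 with endometrium and 0.690 with the other embryos. The 10 most counted genes of embryo 1 took 33.2%, 13.7%, 14.8% and 27.5% of the counts of embryos 2 to 5, so the same genes were prominent there to a lesser degree. A library built from few distinct molecules, from degraded RNA or from a small part of the embryo could not be tested with gene counts, and no biological explanation was tested, since the labels give no difference between the embryos.

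Embryo 4 held 240 M counts, against 50.8 M in the next embryo. An effect of this depth on the comparison with endometrium was tested by thinning the library to 35.2 M counts, the median of the other embryos. The number of genes called was then 6275, a change of 0.0478%, so the depth of embryo 4 had no material effect on that number. Its cause was not tested.

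Cyclic endometrium 4 had 11855 genes over 4 CPM, against 11650 in the next sample. The ratio of this gap to the range of the group was 0.833, just past the critical value, and a single such sample among the endometrium groups is within the number that chance gives. No explanation was tested.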

How the results depend on the processing

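The list of alternatives was fixed before the data were examined, except for voom, the robust quasi-likelihood prior, the removal of genes, the thinning, the factors from before the filter, library size in the absence of embryo 1 and the joint endometrium reference, which were chosen after the data were seen.

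For pregnant against cyclic endometrium (213 genes, 136 higher and 77 lower), 11 of 22 alternatives gave a total within 1.5 times. The quasi-likelihood test with the replicate block called 1 gene, 1 higher and 0 lower, with 1354 genes at an unadjusted p under 0.05, and without the replicate block it called 19 genes, 14 higher and 5 lower. With the robust prior, 1 gene was higher and 0 were lower, with 1317 genes at an unadjusted p under 0.05. Voom called 1 gene, 1 higher and 0 lower, with 1425 genes at an unadjusted p under 0.05, and voom with quality weights called 17, 11 higher and 6 lower. The likelihood ratio test against a 2-fold change called 29 genes, 23 higher and 6 lower. The joint fit of all 14 samples called 33, 31 higher and 2 lower, with a common dispersion of 0.275 against 0.0681. With edgeR's own filter 340 genes were called, 150 of them lower, and without a fold change threshold 338, of which 138 were lower. Without a filter, 125 genes were lower. Omission of a replicate gave from 133 to 455 genes, from 82 to 219 higher and from 36 to 236 lower, across the 5 fits. The 455 genes were called in the absence of mare 1 and shared 181 genes with the 213. DESeq2 called 237 genes and shared 211, although 40.1% of its calls were false on simulated data, the highest share of the 4 tests simulated. With TMM factors from before the filter, 217 genes were called, 141 higher and 76 lower. In all of these fits every shared gene had the same direction. The drop under the quasi-likelihood test is weighed with the other observations, as is the fit without mare 1, and for the remaining settings the cause was not tested. The effect of depth on this comparison was not tested.

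For embryo against pregnant endometrium (6272 genes), 29 of 30 alternatives gave a total within 1.5 times. The exception was the absence of a filter, with 9587 genes, 5274 of them higher in endometrium, among 20516 tested instead of 11244. Library size without factors gave 754 genes higher in embryos, and in the absence of embryo 1 it gave 1636 higher in embryos and 6220 higher in endometrium. The median log2 change differed from that with TMM factors by -1.13 under library size and by -0.25 with upper quartile factors. It differed by -0.18 with DESeq2's size factors and by 0.11 with TMM factors from before the filter (6278 genes, 3225 higher in embryos and 3053 higher in endometrium). Of the 6272 genes, as far as tested, 91.4% kept their direction under library size and 95.4% under library size in the absence of embryo 1. With upper quartile factors, DESeq2's size factors and TMM factors from before the filter, 100% kept it. Among these scalings, directions of called genes thus changed only without scaling factors. Omission of a replicate gave from 5595 to 6969 genes, from 2580 to 3217 higher in embryos and from 2861 to 3752 higher in endometrium, across the 10 fits. The quasi-likelihood test without a block called 5682 genes, 2793 higher in embryos and 2889 higher in endometrium. With the replicate number as a block 5769 genes were called, 2448 higher in embryos and 3321 higher in endometrium, and with both the block and the quasi-likelihood test 4723. Same-numbered samples, taken to be a mare and the embryo flushed from her uterus, deviated together with a mean correlation of 0.0235.

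In tests of the 4 named genes under alternatives, 92 kept their direction and stayed past the thresholds, and 4 kept their direction but were no longer past the adjusted p threshold. All 4 concerned ENSECAG00000015510, under both quasi-likelihood tests with the block and both voom fits, and its adjusted p ranged from 3.94e-24 to 0.130 over 17 alternatives. It was not tested in the 4 fits that left out a mare with both samples, because fewer than 4 samples were then over 4 CPM. That of ENSECAG00000021062 was at most 0.00533 over 21 alternatives.

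The odds ratio for the position of the pregnancy genes in the embryo comparison was 2.56, with genes taken as independent in this and the following tests. It reversed to 0.188 (Fisher's exact p = 0.00100) with cyclic endometrium as reference and to 0.739 (p = 0.564) with the mean of both endometrium groups, and it weakened to 1.44 (p = 0.517) with library size in the embryo comparison. With the quasi-likelihood test in both comparisons 1 pregnancy gene was left, so no odds ratio was given.

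Not run were the panel of prostaglandin, oxytocin and steroid genes, the interferon-stimulated and immediate-early gene sets and their alternatives, because no symbols were matched, and the GC correction with the replicate block, because no genome was used.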

Other observations

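The tests for swapped labels of mare 1 were chosen after their result was seen, and the other tests were set before theirs.

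The likelihood ratio test called 213 genes between pregnant and cyclic endometrium and the quasi-likelihood test 1. The likelihood ratio test may understate the spread between animals. In 10 splits of the pregnant samples into 3 and 2, which hold no difference of condition, it called a median of 23 genes (from 10 to 139), which is 12.8% of the 179 genes of the comparison without block, and the quasi-likelihood test called a median of 0 (from 0 to 1). In 3 splits of the cyclic samples it called 28, with a range from 0 to 194. The likelihood ratio test thus called genes in every pregnant split, although none held a difference of condition. These calls were false, which argues that it understates the spread between animals. The limits had been set on the size of this effect. The median of the pregnant splits fell between those for either answer, so how many of the 213 calls it accounts for was undecided. Splits into 3 and 2 samples are smaller than the comparison of 5 with 4. The 12.8% is therefore not the share of its calls expected without a difference. Too few mares for the quasi-likelihood test is another candidate explanation. That test recovered 47.7% of simulated 4-fold changes in this design, also between the limits, and called 99.7 genes on average there. The number of mares alone thus does not give 1 call where 200 genes change 4-fold. In the data, 49 of the 213 calls exceeded 4-fold, and the median absolute log2 change of the calls was 1.52. The simulation held more 4-fold changes than that, so it cannot exclude too few mares for changes of the observed size. Of the calls of the likelihood ratio test, 27.1% were false in the simulation. On the same simulated data, voom, which called 1 gene in the comparison, called 112 genes on average and recovered 53.5% with 4.48% false calls, and DESeq2, which called 237 genes, recovered 91.8% with 40.1% false calls. The calls were also tested on the mare left out. Of the genes called in the fits without mare 1, 2, 3 and 4, 52.1%, 74.5%, 90.2% and 85.8% moved in that mare in the called direction, with a median of 80.2%, against 47.0%, 62.1%, 63.5% and 62.9% of all tested genes. How much the likelihood ratio test understates the spread was not decided by these tests.

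Mare 1 differed from the other mares. In its absence 455 genes were called instead of 213, but 237 of the 455 moved in mare 1 in the called direction, with a median log2 difference of 0.05. Swapped labels of its samples were argued against by ENSECAG00000021062, with 2 counts in its cyclic and 573 in its pregnant sample. The rule for naming this gene required the same direction in all 4 mares, mare 1 included, so the choice favours this result. In the fit without mare 1, its log2 change was 9.59 (adjusted p = 7.12e-78 by the likelihood ratio test). On a scale from 0 at the mean of the other cyclic samples to 1 at the mean of the other pregnant samples, the cyclic sample of mare 1 had a median position of 0.605 over the 455 genes, past the limit of 0.5 set for a resemblance to pregnant endometrium. The cyclic samples of mares 2, 3 and 4, placed in the same way, lay at 0.140, 0.157 and 0.230. The pregnant sample of mare 1 lay at 0.676, which was undecided, and those of mares 2, 3 and 4 at 1.1, 1.03 and 0.720. A cyclic sample of mare 1 that was closer to pregnant endometrium at these genes is therefore a hypothesis. It was not closer on the component of the endometrium samples that held 21.5% of the variance. There, cyclic samples 1 to 4 lay at 37.4, 38.8, -1.90 and 10.9, and the pregnant samples between -29.55 and -3.94. A difference in cycle stage, in tissue composition of the biopsy or in sample handling was not tested.

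Other splits of the samples that part every same-numbered pair were fitted in the same way. In the endometrium comparison, 1 of 8 splits, the real one, gave as many genes, and the other 7 gave from 0 to 162. In the embryo comparison, 1 of 16 splits, the real one, gave as many, and the other 15 gave from 0 to 1018. In both, the highest of the other numbers came from the split that exchanged the samples of replicate 1. Because only splits that part every same-numbered pair were counted, the share cannot be under 0.125 and 0.0625, so these counts of splits cannot reach the 0.05 level whatever the data show.

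More genes were called between embryo and endometrium without embryo 1 (6969) than with it (6272). A few genes taking most of the counts is a candidate explanation. With the 10 most counted genes of embryo 1 removed from every library, 6644 genes were called, within the 5% limit set for this explanation. However, this is 372 of the rise of 697, 563 more genes passed the filter, and the common dispersion was 0.303 against 0.0968 without embryo 1, so a spread of embryo 1 over its other genes remains as a further candidate. The composition of embryo 1 was also tested as the source of the change in split under library size. Under library size, 14.2% of the calls were higher in embryos with embryo 1 and 20.8% without it, against 48.7% and 46.2% with TMM factors. The share without embryo 1 stayed more than the set 10 points away from that with TMM factors, so embryo 1 was not the main source, although it may account for a part.

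The association between a rise in pregnancy and a higher level in endometrium than in embryo (odds ratio 2.56) may come from the pregnant samples shared by both comparisons. With cyclic endometrium as reference, the odds ratio was 0.188, and with the mean of both groups it was 0.739 (Fisher's exact p = 0.564, 95% confidence interval 0.308 to 1.69). The genes were chosen on the cyclic samples as well, which favours an odds ratio below 1 with that reference, so that value alone does not decide between the explanations. The mean of both groups weighs the pregnant and cyclic samples equally. With it the association was not seen: the interval included 1 and did not reach 2.56. The interval takes genes of the same animals as independent and may be too narrow. Cyclic samples varied more, with a median Spearman correlation of 0.926 among them against 0.965 among pregnant samples. The choice of genes may therefore favour an odds ratio below 1 with the mean as reference too. An effect of the shared samples thus remains a candidate explanation. The mean was also taken as reference after the data were seen and in a joint fit of all 14 samples.

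Embryo RNA in the pregnant biopsies was tested with genes over 50 CPM in embryos 2 to 5 and at most 0.1 CPM in the cyclic samples of the 3 other mares, between 5 and 8 genes per mare. Their summed level was 0.184, 0.919, 0.557 and 0.618 CPM in cyclic samples 1 to 4 and 0.455, 4.33, 0.907 and 0.328 CPM in pregnant samples 1 to 4. It was higher in the pregnant sample of 3 of 4 mares, with a median of 0.681 CPM against 0.587 CPM (exact two-sided sign-flip permutation p = 0.375, of which the smallest possible is 0.125). In pregnant samples this was between 0.0438% and 0.25% of the level in embryos. The condition set for embryo RNA, a higher level in the pregnant sample of all 4 mares and a median over 2 times that of the cyclic samples, was not met. A design of 4 mares cannot give a sign-flip p under 0.05, and mare 2 had 180 counts in its pregnant and 20 in its cyclic sample, so embryo RNA in single biopsies is not excluded.

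The standard deviation of the total counts over all 14 libraries was 54.6 M, with 240 M in embryo 4. Every other library held between 21.8 and 50.8 M, and the standard deviation over the 9 endometrium libraries was 7.49 M. The value quoted from the study above is for reads generated, not counts on genes. The study does not state what its ± stands for, so the values cannot be compared directly.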
